# The acquisition order of leukemic drug resistance mutations is directed by the selective fitness associated with each resistance mechanism

**DOI:** 10.1038/s41598-023-40279-2

**Published:** 2023-08-11

**Authors:** Benjamin C. S. Leow, Chung H. Kok, David T. Yeung, Timothy P. Hughes, Deborah L. White, Laura N. Eadie

**Keywords:** Cancer genetics, Cancer models, Evolutionary genetics, Cancer genomics, RNA sequencing, Chronic myeloid leukaemia, Cancer, Evolution

## Abstract

In Chronic Myeloid Leukemia, the transition from drug sensitive to drug resistant disease is poorly understood. Here, we used exploratory sequencing of gene transcripts to determine the mechanisms of drug resistance in a dasatinib resistant cell line model. Importantly, cell samples were collected sequentially during drug exposure and dose escalation, revealing several resistance mechanisms which fluctuated over time. BCR::ABL1 overexpression, BCR::ABL1 kinase domain mutation, and overexpression of the small molecule transporter ABCG2, were identified as dasatinib resistance mechanisms. The acquisition of mutations followed an order corresponding with the increase in selective fitness associated with each resistance mechanism. Additionally, it was demonstrated that ABCG2 overexpression confers partial ponatinib resistance. The results of this study have broad applicability and help direct effective therapeutic drug usage and dosing regimens and may be useful for clinicians to select the most efficacious therapy at the most beneficial time.

## Introduction

The introduction of tyrosine kinase inhibitor (TKI) treatment for diseases driven by aberrant BCR::ABL1 kinase activity has revolutionized patient survival. In Chronic Myeloid Leukemia (CML), the use of the 1st generation TKI imatinib to target the cancer driver, BCR::ABL1, results in 10 year survival rates of over 83%, approaching that of the healthy age-matched population^1^. Suboptimal response however, occurs in 10–15% of imatinib treated patients, and in < 10% of patients treated with 2nd generation TKIs nilotinib, dasatinib and bosutinib^2^. The generation of drug resistant tumor cell lines by in vitro exposure to chemotherapy provides an experimental system recapitulating therapy resistance. This methodology has often been used to study the resistance of CML to both traditional chemotherapeutics^3,4^, as well as BCR::ABL1 targeted TKI treatment^5–16^. Using gradual escalation of TKI in cell culture media, these models are able to recapitulate molecular mechanisms of drug resistance observed in the clinic, including alteration of the drug target BCR::ABL1, perturbed expression of cell membrane transporters, downregulation of apoptosis, and activation of alternate cancer drivers. Alternatively, niche factors such as stromal support or cellular quiescence induced by the bone marrow microenvironment allow leukemic cells to evade apoptosis and promote relapse^17^. A malignancy will commonly respond to treatment with an initial reduction in tumor burden, only for a population of persisting tumor cells to later repopulate the disease. In CML, relapse often originates from a small number of inherently resistant cells within the tumor cell population, harboring a degree of TKI resistance, even prior to drug selection^18,19^. Prolonged therapy administration selects for these resistant characteristics, resulting in overt drug resistance.

The first imatinib resistance mechanism identified was overexpression of the BCR::ABL1 fusion protein^6^. Increased expression of BCR::ABL1 alters the balance between kinase inhibition due to competitive kinase inhibitors, and increased protein activity, restoring proliferative and anti-apoptotic signaling. The resultant disease has an inherent resistance to not just imatinib, but also 2nd and 3rd generation of BCR::ABL1 inhibitors, such as nilotinib, dasatinib and ponatinib^8,16,20^. Upregulation of BCR::ABL1 expression can occur at each regulatory stage, including DNA gene amplification^21,22^ or overexpression of the gene transcript and protein^23^. Drug efflux resistance mechanisms are characterized by the increased expression of ATP-binding cassette (ABC) transporters, such as ABCB1 (P-glycoprotein, MDR-1) or ABCG2 (BCRP), which are able to pump a variety of small molecules out of the cancer cell in an ATP dependent manner^11,24,25^. Conversely, the reduced functional activity of cell membrane solute carrier transporters, such organic cation transporter (OCT-1), can also be associated with a lack of TKI response^26,27^. Mutations within the ABL kinase domain are the most commonly identified resistance mechanism. They lower drug binding affinity to BCR::ABL1 and confer varying levels of resistance^28,29^. In particular, the p.T315I mutation confers complete resistance to imatinib, nilotinib, dasatinib and bosutinib, though 3rd generation ponatinib, which was developed to target the p.T315I mutation, has clinical activity^10^.

A number of reports have previously modeled resistance mechanisms by encouraging outgrowth of resistant cells through gradual escalations in drug exposure. However, few of these have examined clonal evolution in intermediary lines with incremental increases of drug exposure. Additionally, studies often use only targeted assays for putative resistance mechanisms, and are likely to overlook uncommon or unexpected factors. Consequently, these studies may miss population dynamics, and omit the cellular adaptations that arise early in drug exposure, which facilitate subsequent, more overt drug resistance. Determining the factors contributing to low level drug resistance, and the evolutionary trajectory of the tumor cell population, may prevent resistance mutation development by informing possible concomitant drug combinations and treatment dosing regimens to deliver optimal drug efficacy.

We hypothesized that a cell lineage having a diverse array of resistance mechanisms is of relevance, and that during treatment, cells harboring the most advantageous resistance mechanisms (highest TKI resistance) would be selected for over time. We comprehensively examined retrospective samples from a dasatinib-resistant CML cell line, K562 DasR, previously established by our laboratory^20^. The TKI dasatinib was initially developed for use in imatinib resistance, but has subsequently entered clinical use in the frontline setting^30^. The BCR::ABL1-expressing K562 line was cultured in gradually increasing concentrations of dasatinib, with samples examined at each stage of resistance generation to interrogate the dynamics of TKI resistance development. RNAseq transcriptome profiling was used to identify changes in global gene expression over the course of resistance generation. We observed the BCR::ABL1 overexpression and the p.T315I mutation previously reported in the resistant cell line^20^. In addition, the overexpression of drug transporter ABCG2 was identified in a subset of K562 DasR cells, and its contribution to dasatinib and ponatinib resistance was determined. Our study revealed a distinct order in the evolution of drug resistant mutations, recapitulating the evolutionary dynamics observed in CML patients. Using these observations, we developed the ‘resistance mechanism associated burden’ hypothesis. Our hypothesis accurately interprets the rise and fall of tumor cell populations expressing varied TKI resistance mechanisms observed here, and may have broad applicability across several fields of therapy resistance research.

## Results

### Differential expression analysis reveals potential mediators of dasatinib resistance

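RNA from 7 K562 lines was sequenced, with 1 library per line. K562 is an established chronic myeloid leukemia cell line that carries the BCR::ABL1 fusion, and the DasR lines are K562 cells grown in rising concentrations of the tyrosine kinase inhibitor dasatinib. The 10, 15 and 25 nM DasR lines form the early stage group, the 50 and 200 nM DasR lines the late stage group, and the drug naive and DMSO vehicle lines the 2 controls. The authors aligned the reads to hg19 with STAR and deposited the number of reads counted on each of 25702 genes, without normalization. Total counts were 21007761 in the drug naive line and 24037893 in the DMSO line. Among the early stage lines they were 27808639 at 10 nM, 27844799 at 15 nM and 20059656 at 25 nM, and among the late stage lines 20827519 at 50 nM and 21588772 at 200 nM. No line was sequenced more than once, so the lines of a group served as its replicates, and the spread within a group includes the effect of dose. Counts of lines in the same group differed by more than sampling noise, with a chi-square per degree of freedom between 21.1 and 70.1 over the 5 pairs. From these counts, genes with at least 10 CPM (counts scaled to the total of the library) in at least 2 libraries were kept, which left 10452 genes, and libraries were scaled by the TMM method. CPM values given for genes below are scaled to the total of the kept genes with the TMM factor applied. Groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, fitted to all 7 libraries, at the paper's FDR of 0.005. Standard errors are approximate, taken as the absolute log2 fold change divided by the square root of the test's F statistic. The number of libraries that must pass the CPM limit, the scaling and the test are choices that could change the number of genes.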

To identify the cellular mechanism(s) contributing to TKI resistance, mRNA transcriptome sequencing was performed on K562 10 nM, 15 nM, 25 nM, 50 nM and 200 nM DasR intermediates, as well as drug naive and DMSO vehicle control lines. 

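Distances between the 7 K562 lines were computed on log2 CPM of the 10452 genes, and the lines were joined by Ward's method. The drug naive and DMSO lines were joined first, at a distance of 29.87. The early stage lines lay between 31.6 and 46.06 from one another, and the 50 and 200 nM lines lay 49.11 apart. The 50 nM line was closer to the 25 nM line, at 46.56, and to the 10 nM line, at 48.46, than to the 200 nM line. Divided into 3 clusters, the tree gave the control, early stage and late stage lines, with an adjusted Rand index of 1 against these groups. The early and late stage lines joined at a height of 100.7, below the 142.3 at which the controls joined them. On CPM without a log scale the index fell to 0.475, with the 10 nM line placed among the late stage lines. With 1 library per line, no error can be given for a distance.

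**Figure D1:**
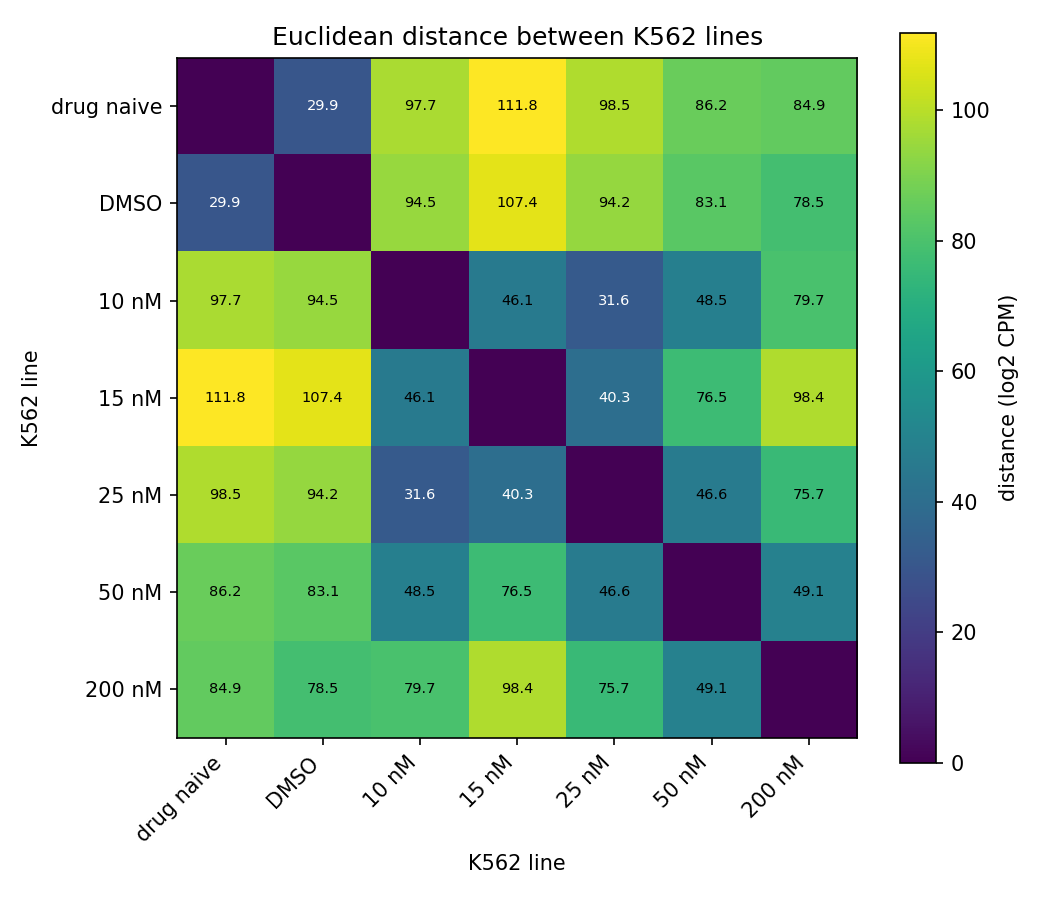
Euclidean distance between each pair of K562 lines on log2 CPM, with lines on both axes and color for distance. The control lines are 29.87 apart, and the 50 nM line is nearer to the 25 nM line (46.56) than to the 200 nM line (49.11).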

Results from unsupervised hierarchical clustering showed a high degree of similarity in the K562 10, 15 and 25 nM DasR (early stage) intermediates, which clustered separately from the 50 and 200 nM DasR (late stage) intermediates and control lines (Supplementary Fig. 1). Differential expression analysis was thus performed between the early stage intermediates and K562 control lines, and between early and late stage intermediates, visualized by volcano plot (Supplementary Fig. 2). 

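Of the 10452 genes, none passed the FDR of 0.005 between late and early stage lines by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the smallest FDR was 0.0167. At an unadjusted p under 0.05 there were 3450 genes, and 1328 genes passed an FDR of 0.05, 690 of them higher and 638 lower in the late stage lines. Against the controls, 834 genes passed the FDR of 0.005 in the late stage lines, with 357 higher and 477 lower. Across genes, which are not independent replicates, the log2 fold changes of the early and late stage lines against the controls had a Pearson correlation of 0.779 and a Spearman correlation of 0.725.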

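Against the drug naive and DMSO lines, 1881 of the 10452 genes passed an FDR of 0.005 in the 10, 15 and 25 nM DasR lines by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 828 were higher and 1053 lower in the early stage lines. A log2 fold change beyond 2 in either direction was found for 329 of them, 138 higher and 191 lower. The alternative that moved the count most upward was an FDR of 0.05, with 4865 genes, and the one that moved it most downward at the same threshold without a fold change limit was leaving out the 25 nM line, with 535 genes.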

Between the early stage intermediates and control lines, there were 435 genes significantly differentially expressed (FDR < 0.005). Of these, a number of genes with increased expression were putative candidates for TKI resistance. 

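The increased genes with the smallest p-values in the early stage lines were ENAH, NEFH, CMTM7, WNK2 and GPR125, although other increased genes had the same FDR as the last 4 of these. ENAH had a log2 fold change of 4.94 (standard error 0.16, FDR 3.39e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the same test, the log2 fold changes of NEFH, WNK2 and GPR125 were 2.77, 4.10 and 5.81, each with an FDR of 7.76e-05. CMTM7 had the same FDR, and its controls held no more than 3 counts, so that its change is only bounded from below. All 5 were also higher in the late stage lines against the controls and past the threshold, with log2 fold changes of 4.71 for ENAH, 2.01 for NEFH, 3.81 for WNK2 and 5.61 for GPR125, and an FDR of 0.000387 for CMTM7.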

*SPP1* (encoding osteopontin)^31,32^, *MAPK4*^33^, *SMO* (encoding smoothened)^34,35^ and *FZD3* (encoding frizzled protein 3)^36^ have known function as cancer progression promoters. Furthermore, there was down-regulation of tumor suppressor gene *RBM47*^37^, and the apoptotic regulator, *G0S2*^38,39^.

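In the early stage lines, SPP1 (gene ID 6696, hg19 chromosome 4 from 88896819 to 88904684) had 89, 499 and 289 counts at 10, 15 and 25 nM and 0 counts in both control lines. Its mean of 11.97 ± 7.74 CPM (SD, n = 3 lines) was at least 80.2-fold higher than the 3 counts the control depth can show, with an FDR of 0.00901 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above 0.005. MAPK4 (5596, chromosome 18 from 48086457 to 48258196) was at 25.6 ± 7.46 CPM (SD, n = 3), at least 172-fold higher than that floor, with an FDR of 0.00222 from the same test that rose above 0.005 when any 1 early stage line was left out. SMO (6608, chromosome 7 from 128828474 to 128853386) rose from 0.233 ± 0.0930 CPM (SD, n = 2) to 21.1 ± 5.40 CPM (SD, n = 3). Its log2 fold change was 6.50 (standard error 0.52, FDR 0.000262). FZD3 (7976, chromosome 8 from 28351722 to 28431784) rose from 0.353 ± 0.204 CPM to 18.7 ± 1.11 CPM, a log2 fold change of 5.74 (standard error 0.33, FDR 0.000101). In the late stage lines SMO and FZD3 also passed the threshold against the controls, with log2 fold changes of 5.09 and 4.52, while SPP1 and MAPK4 did not, with FDRs of 0.137 and 0.104.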

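RBM47 (gene ID 54502, hg19 chromosome 4 from 40425284 to 40632892) was at 22.3 ± 2.43 CPM (SD, n = 2) in the control lines and 0.602 ± 0.305 CPM (SD, n = 3) in the early stage lines. Its log2 fold change was -5.18 (standard error 0.86, FDR 0.00332 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the FDR rose above 0.005 when any 1 early stage line was left out. In the late stage lines it had 32 counts at 50 nM and 317 counts at 200 nM, and the difference from the controls did not pass the threshold (FDR 0.207). G0S2 (50486, chromosome 1 from 209848757 to 209849735) fell from 63.0 ± 3.51 CPM to 0.543 ± 0.210 CPM, a log2 fold change of -6.81 (standard error 0.49, FDR 0.000186). It was also lower in the late stage lines, with a log2 fold change of -5.33 (FDR 0.00110).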

Differential gene expression results were further analyzed by geneset enrichment analysis (GSEA). 

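Gene sets were tested with camera of the limma package, a competitive test of whether the genes of a set change more than the other genes, on voom values of the 10452 genes. Set members were listed by hand before the data were examined, because the MSigDB sets were not used here. The MYC target list held 58 genes, of which 56 were tested, and the ribosome biogenesis list 107, of which 106 were tested. Adjusted p-values cover the 15 set and comparison pairs. The test used an inter-gene correlation of 0.01, and with the correlation estimated from the data the adjusted p-values of both sets in both stages rose to between 0.307 and 0.324.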

Within the MSigDB Hallmark genesets (Supplementary Table 2a), upregulation of MYC signaling was identified in early stage intermediates, which was downregulated in late stage intermediates (Supplementary Fig. 3). This is likely downstream of increased BCR::ABL1 expression and kinase signaling. 

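In the early stage lines against the controls, 52 of the 56 MYC target genes were higher, with a mean log2 fold change of 0.68 (adjusted p = 8.76e-12 by camera). In the late stage lines against the controls, 51 of the 56 were higher, with a mean log2 fold change of 0.63 (adjusted p = 1.18e-12 by camera). Between late and early stage lines the mean differed by -0.05 and the difference did not pass 0.05 (adjusted p = 0.432 by camera). Relative to the control mean, the set was at 0.61, 0.71 and 0.72 on the log2 scale at 10, 15 and 25 nM, 0.57 at 50 nM and 0.69 at 200 nM, and the 2 control lines lay at -0.12 and 0.12. MYC itself (gene ID 4609) had 238 CPM in the controls and 279 CPM in the early stage lines, a log2 fold change of 0.23 (standard error 0.08, FDR 0.0511 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).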

Within the C5 gene ontology genesets (Supplementary Table 2b), upregulation of ribosome associated genes was identified in early stage intermediates, which were again downregulated in late stage intermediates. This is possibly due to the increased anabolic requirements of early intermediates overexpressing BCR::ABL1 or ABCG2 as a resistance mechanism, compared with the later T315I mutated intermediates requiring fewer cellular resources to maintain drug resistance.

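Of the 106 ribosome biogenesis genes tested, 97 were higher in the early stage lines than in the controls, with a mean log2 fold change of 0.59 (adjusted p = 3.02e-14 by camera). In the late stage lines 95 were higher, with a mean of 0.57 (adjusted p = 1.23e-16 by camera). The difference between late and early stage lines was -0.02 and did not pass 0.05 (adjusted p = 0.581 by camera). The set lay at 0.53, 0.61 and 0.65 on the log2 scale above the control mean at 10, 15 and 25 nM, at 0.54 at 50 nM and at 0.61 at 200 nM. The paper gives the resources that each resistance mechanism requires as a possible reason for its early and late stage difference.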

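ABCG2 (gene ID 9429) lies on hg19 chromosome 4 from 89011302 to 89152780, on the reverse strand, and encodes a membrane transporter. It had 75 counts in the drug naive line and 14 counts in the DMSO line. At 10, 15 and 25 nM it had 14240, 86928 and 61974 counts, and at 50 and 200 nM 4149 and 52 counts. The early stage mean was 2266 ± 1511 CPM (SD, n = 3 lines) against 2.16 ± 2.23 CPM (SD, n = 2) in the controls. Its log2 fold change was 10.08 (standard error 2.25), with an FDR of 0.00993 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above the threshold of 0.005. On the libraries of the early stage and control groups alone, the FDR was 0.00161 by the same test. In the late stage lines the log2 fold change against the controls was 5.61 (standard error 1.96), with an FDR of 0.0623 by the test on all 7 libraries. The 200 nM line, at 2.41 CPM, lay above the DMSO line at 0.585 CPM and below the drug naive line at 3.73 CPM. The paper's RT-PCR compares the DasR lines with the DMSO line. Neighboring genes on chromosome 4 rose with ABCG2.

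**Figure D2:**
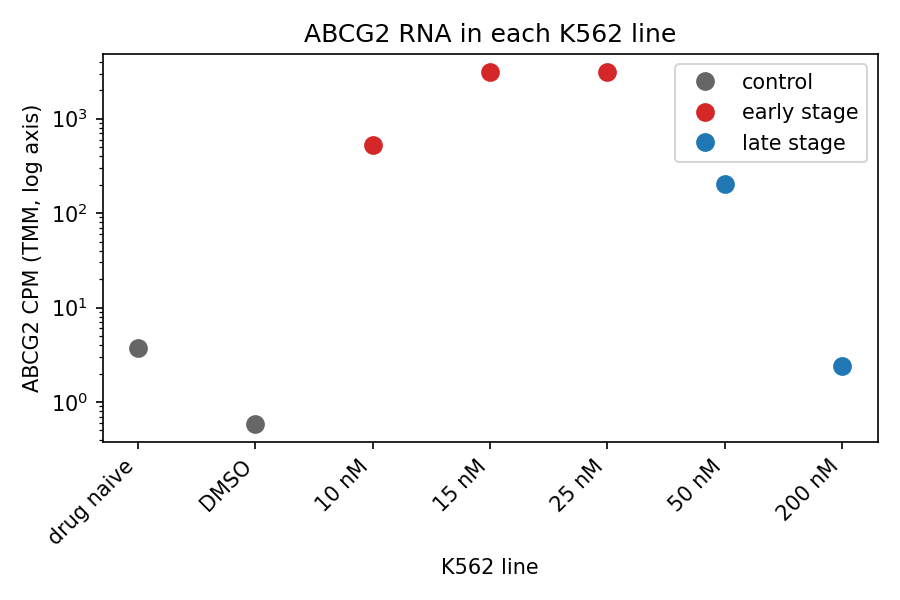
ABCG2 CPM in each of the 7 K562 lines on a log axis, 1 point per line, with color for the control, early stage and late stage groups. Values are 522, 3146 and 3131 CPM at 10, 15 and 25 nM, 202 CPM at 50 nM and 2.41 CPM at 200 nM.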

Importantly, the *ABCG2* small molecule membrane transporter gene was identified as highly overexpressed in K562 DasR early dose escalation intermediates, compared with controls (log fold change = 10.388, FDR = 1.363 × 10^–11^, Supplementary Fig. 2). Gene expression levels of *ABCG2* were quantified by confirmatory RT-PCR, showing an increase in *ABCG2* mRNA expression in all K562 DasR intermediates versus K562 DMSO control line (Fig. 1a). *ABCG2* gene expression in the 2 nM DasR intermediate was significantly higher than control (ΔCt = 0.209 vs 8.587, p < 0.005). Expression again increased between the 5 and 10 nM intermediates (ΔCt = 0.807 vs − 4.157, p = 0.004), before significantly decreasing between the 15 and 200 nM DasR lines (ΔCt = − 7.014 vs 6.194, p < 0.005).

**Figure 1:**
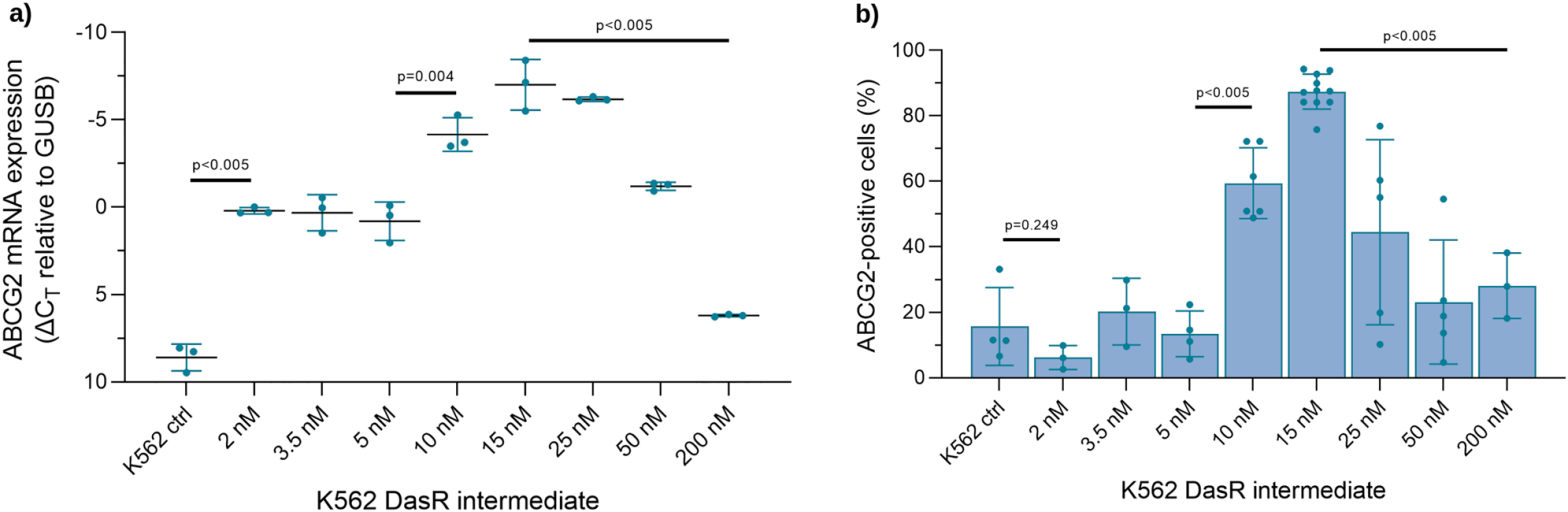
Significantly increased *ABCG2* expression was observed following exposure to dasatinib. K562 DasR intermediate cell lines were evaluated for expression of *ABCG2* (**a**) gene transcript (**b**) surface protein. Gene expression was determined by RT-PCR. Data were normalized to expression of housekeeping gene *GUSB* and expressed as the difference in mean Ct value (ΔCt) + /– SD. All data are representative of a minimum of 3 independent biological replicates. Significance was determined by Student’s *t*-test with Welch’s correction.

To confirm that *ABCG2* mRNA was also expressed as a functional protein, surface expression of ABCG2 was determined by flow cytometry (Fig. 1b). ABCG2 flow cytometry differed slightly from RT-PCR results; with no significant increase in the K562 2, 3.5, and 5 nM DasR intermediates, compared with DMSO control. The first intermediate to demonstrate significantly higher ABCG2 protein expression was K562 10 nM DasR (13.4% vs 59.4%, p < 0.005), peaking with the 15 nM DasR intermediate (87.4%), before falling in the final 200 nM DasR line (28.1%, p < 0.005). The increased expression of ABCG2 in the 15 nM DasR intermediate remained stable over the course of ~ 7 months of continuous culture in 15 nM dasatinib with flow cytometric data indicating a single population of cells with high ABCG2 expression. However, a bi-modal population of low and high ABCG2 expressing cells was clearly observed in 3.5 nM and 10 nM DasR intermediates. These data indicate that cells with increased ABCG2 expression in the 3.5 nM and 10 nM DasR intermediates had a growth advantage and were selected for during dasatinib dose escalation. Conversely, when cells were cultured in higher concentrations of dasatinib > 15 nM, there was a deselection of cells with increased ABCG2 expression (Supplementary Fig. 4).

The correlation between ABCG2 expression and dasatinib cellular efflux was confirmed using the dasatinib IUR assay in the presence versus absence of the ABCG2 inhibitor, Ko143 (Fig. 2a). We compared K562 control versus 15 nM DasR cells as a representative, as this intermediate demonstrated greatest ABCG2 expression (Fig. 1). Dasatinib uptake in K562 control without Ko143 was significantly higher than in K562 15 nM DasR cells (24.56 vs 12.15 ng/200,000 cells, p = 0.0007). The addition of Ko143 to control cells had no significant effect on dasatinib uptake (22.07 vs 24.5 ng/200,000 cells, p = 0.087). However, in K562 15 nM DasR cells, treatment with Ko143 significantly increased dasatinib retention (12.15 vs 19.39 ng/200,000 cells, p = 0.003), confirming ABCG2-mediated dasatinib efflux as a resistance mechanism.

**Figure 2:**
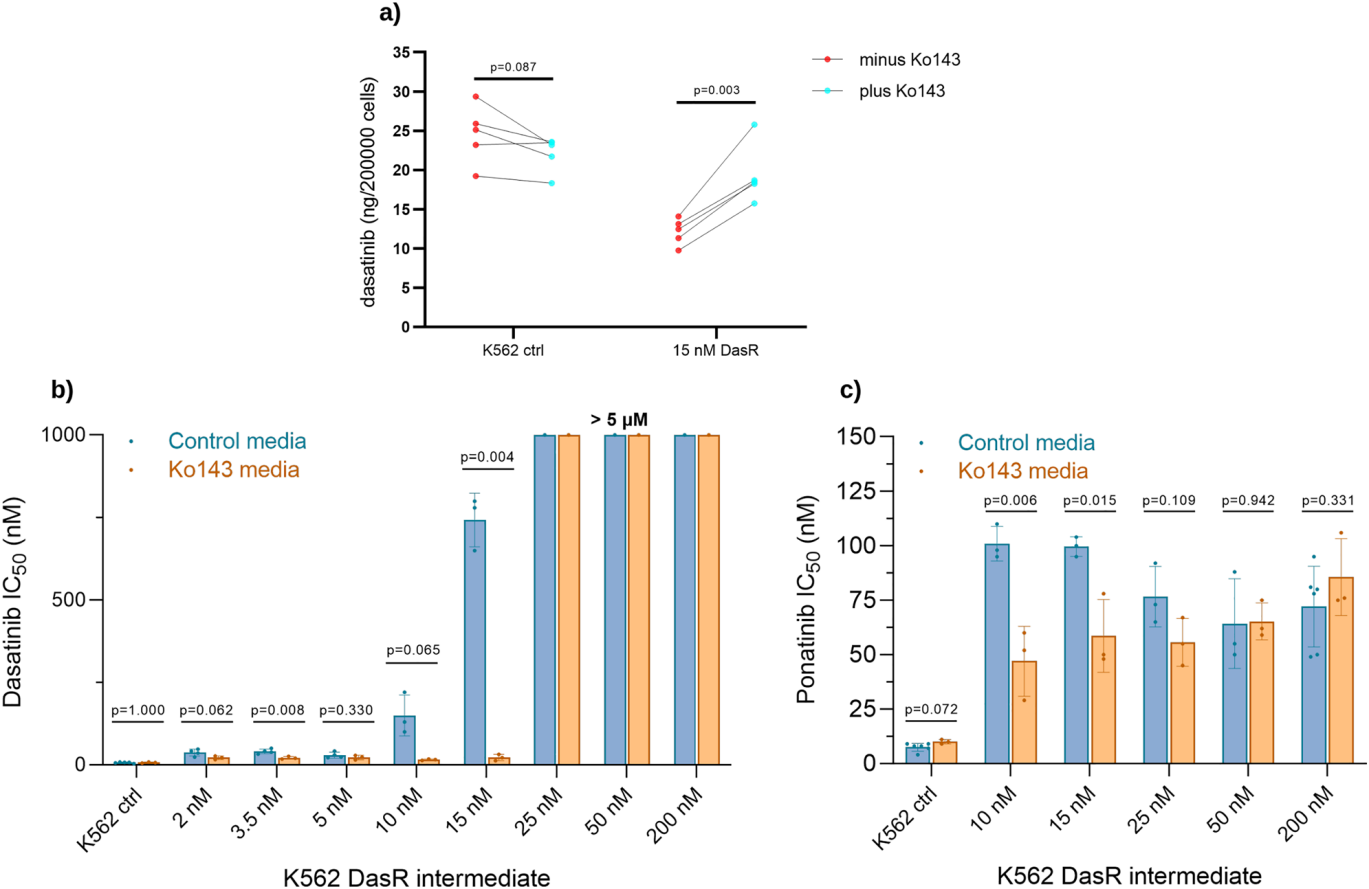
Dasatinib resistant cells are sensitized to dasatinib/ponatinib with co-administration of ABCG2 inhibitor, Ko143. (**a**) Dasatinib uptake and retention was determined in selected K562 DasR lines, in the presence and absence of ABCG2 inhibitor, Ko143. Significance was determined by paired sample *t* test. (**b**) Dasatinib IC_50_ and (**c**) ponatinib IC_50_ were determined in the absence (blue bars) and presence (orange bars) of Ko143. IC_50_ was determined by measuring phosphorylation of BCR::ABL1 kinase target, CrkL, and expressed as mean + /– SD. All data are representative of a minimum of 3 independent biological replicates. Significance was determined by paired sample *t*-test.

### Inhibition of ABCG2 activity leads to reversal of dasatinib resistance, as well as ponatinib sensitization

To quantitate the level of TKI resistance at each stage of dasatinib dose escalation, the p-CrkL IC_50_ measure was used. As expected, results indicated a gradual increase in dasatinib IC_50_ coinciding with exposure to dasatinib and dose escalation (Fig. 2b, blue bars). Between the K562 DMSO control line and the 2 nM DasR intermediate, in the absence of Ko143, dasatinib IC_50_ increased from 7 to 37.5 nM (p = 0.047). Dasatinib IC_50_ was relatively stable until the 10 nM DasR intermediate, where it increased to 150 nM (p = 0.024), followed by a further increase to 743 nM, indicating overt resistance (p = 0.001) in the 15 nM DasR intermediate. In the 25 nM DasR intermediate and beyond, dasatinib-mediated inactivation of BCR::ABL1 activity was not possible, even when cultured in 5000 nM dasatinib, which is ~ 25 × the maximum achievable blood plasma concentration^40^.

We confirmed that, in the presence of ABCG2 as the primary resistance mechanism, using Ko143 to block drug efflux could restore TKI sensitivity through increased intracellular drug retention (Fig. 2b). While the addition of Ko143 had no effect on dasatinib sensitivity in the K562 DMSO control line (7 vs 7 nM dasatinib, p = 1), the addition of Ko143 resulted in a reduction in dasatinib IC_50_ in K562 early stage DasR intermediates. This effect was most pronounced in the 15 nM DasR intermediate which demonstrated the highest level of ABCG2 expression (743 vs 22.3 nM dasatinib, p = 0.004). In the 25, 50 and 200 nM DasR lines, the addition of Ko143 had no effect, suggesting the evolution of an additional, ABCG2 independent resistance mechanism (later demonstrated to be the emergence of p.T315I, below).

In cases of dasatinib treatment failure, the 3rd generation TKI ponatinib is often prescribed as salvage therapy, in particular due to its activity inhibiting BCR::ABL1 mutant, p.T315I. We demonstrated that ABCG2 also had relevance for ponatinib resistance in intermediate cells with highest expression, as demonstrated using IC_50_ assays. Ponatinib IC_50_ assay was performed in a subset of K562 DasR intermediates, selected based on ABCG2 expression (Fig. 2c). All K562 DasR lines had a ponatinib IC_50_ higher than K562 control. It was demonstrated that in the 10 and 15 nM DasR cells, expressing the highest ABCG2 levels, the addition of Ko143 had a ponatinib sensitizing effect; addition of Ko143 in the K562 15 nM DasR intermediate reduced ponatinib IC_50_ from 99.7 nM to 58.7 nM (p = 0.015), and from 101 to 47 nM in the K562 10 nM DasR intermediate (p = 0.006). In K562 later stage DasR intermediates with lower ABCG2 expression, Ko143 elicited no significant change to ponatinib IC_50_, nor in the DMSO control line.

### Resistance to dasatinib is conferred by both BCR::ABL1 overexpression and p.T315I mutation during K562 DasR dose escalation

Preliminary targeted characterization of putative resistance mechanisms identified two factors contributing to dasatinib resistance: the increased expression of *BCR::ABL1* mRNA in early dasatinib dose escalation intermediates, and mutation of the p.T315I residue, first identified in the 25 nM DasR intermediate^20^; these findings were validated here. *BCR::ABL1* mRNA transcript levels were determined by RT-PCR (Fig. 3a). Results indicated a significant increase in *BCR::ABL1* expression compared with expression in control cells occurring early in dasatinib dose escalation: control vs 2 nM DasR intermediate (ΔCt = − 0.267 vs − 3.587, p < 0.005). *BCR::ABL1* expression then stabilized, before trending a reduction, reaching a minimum in the final 200 nM DasR resistant line (15 vs 200 nM DasR intermediate, ΔCt = − 3.403 vs − 2.120; p = 0.182). It was noted that *BCR::ABL1* expression results here differed marginally from those obtained previously; this is likely due to the different primer targets and advances in technology.

**Figure 3:**
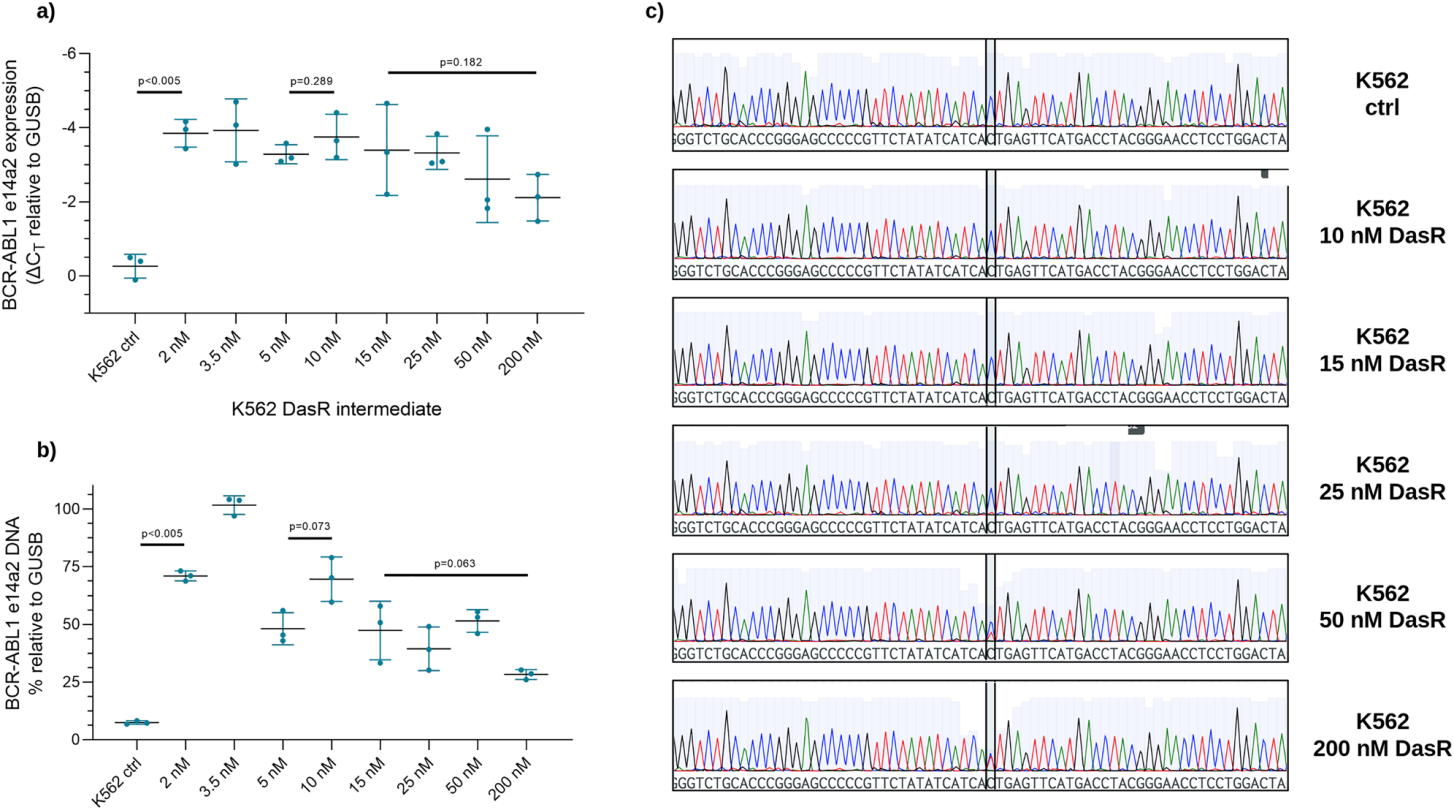
*BCR::ABL1* transcript expression and copy number rise and fall over dasatinib exposure. (**a**) *BCR::ABL1* gene transcription and (**b**) DNA copy number in K562 DasR intermediates was determined by qPCR. Transcription data is presented as ΔCt relative to *GUSB*, and DNA quantity is presented as a percentage of *GUSB* gene amplification. Both data are reported as mean –/ + SD. Significance was determined by Student’s *t*-test with Welch’s correction. (**c**) Sanger sequencing of the *BCR::ABL1* kinase domain was performed in K562 DasR intermediates. Highlighted region indicates the nucleotide location p.T315, with the p.T315I mutation first detectable in the K562 25 nM Das intermediate, and expanding with increasing TKI exposure.

To determine whether *BCR::ABL1* mRNA fluctuations were driven by changes in DNA copy number, qPCR for genomic *BCR::ABL1* sequences was performed in K562 DasR dose escalation intermediates (Fig. 3b). A significant increase in genomic *BCR::ABL1* was observed in the 2 nM DasR compared with K562 control (71% vs 8%, p < 0.005). *BCR::ABL1* quantity further increased in the 3.5 nM intermediate (102%, p < 0.005). Analogous to *BCR::ABL1* gene expression, copy number peaked in the 3.5 nM DasR intermediate (102%), before decreasing, reaching a minimum in the K562 200 nM DasR line (28%). DNA amplification was also confirmed by FISH in the K562 200 nM DasR line, as compared with DMSO control (data not shown).

The contribution of *BCR::ABL1* mutations to resistance was determined by Sanger sequencing, performed at each stage of TKI resistance generation (Fig. 3c). Results demonstrated the presence of the p.T315I mutation in the 25, 50, and 200 nM DasR intermediates, representing approximately 2%, 30%, and 50% of *BCR::ABL1* transcripts respectively. In K562 DasR intermediates prior to K562 25 nM DasR, no mutations were detected. The emergence of p.T315I, which conferred high level resistance to dasatinib, coincided with a relative decrease in ABCG2 expression, a mechanism of resistance no longer contributory.

## Discussion

Our study identified and validated three separate TKI resistance mechanisms, and tracked them over time to observe the selection and de-selection of an evolving cell population. While more complex to interrogate, our study more completely describes the dynamics of drug resistant disease. Often, the prolonged treatment of a cancer cell population with targeted therapies results in a loss of treatment efficacy, and ascertaining and abrogating the mechanism(s) of treatment resistance may re-sensitize the tumor^41^. Here, we observed that several populations of tumor cells, each harboring distinct resistance mechanisms, can be simultaneously present, fluctuating temporally and evidencing a Darwinian evolutionary trajectory (Fig. 4). Several models exist for the dynamics of cell competition, whether by a linear chain of accrued mutations with a single ancestor, a branching/neutral evolution of coexisting genotypes and phenotypes, or punctuated equilibrium whereby a selective sweep occurs preferencing a particularly fit cell subpopulation^42^. Indeed, features of all these models were observed in our study. In the context of drug exposure, the selective fitness of a cancer cell is largely determined by its ability to maintain proliferative and anti-apoptotic signaling. The mechanism(s) by which it achieves this, i.e. driver gene overexpression, or expression of ATP-consuming drug transporters, appear to have a biological fitness cost associated with them. The high level of *BCR::ABL1* expression observed in early K562 DasR intermediates requires each cell to synthesize ~ tenfold more BCR::ABL1 protein than the drug naive control, a costly energetic burden given the ATP and GTP expense associated with protein assembly and tRNA synthesis^43,44^. There is also the possibility that perturbations caused by these resistance mechanisms is disruptive to regular cell function and replication, resulting in decreased selective fitness. Supporting this theory, a reduction in selective fitness has been associated with cases of bacterial antibiotic resistance^45^, as well as weed herbicide and insect pesticide resistance^46^. In our study, the gene expression and amplification of *BCR::ABL1* was initially increased in early stage resistance intermediates, however, following the emergence of other resistance mechanisms, *BCR::ABL1* levels decreased in later resistance intermediates. The observed reduction of expression could be explained by a selective fitness cost associated with increased *BCR::ABL1* as a resistance mechanism, and selection against this cell population via outcompetition by fitter cells. Assessment of the population fluctuations in the TKI resistant cells underlies the hypothesis that the specific cellular cost associated with each resistance mechanism, balanced against the level of TKI resistance provided, is responsible for the resultant selective fitness and observed population dynamics.

**Figure 4:**
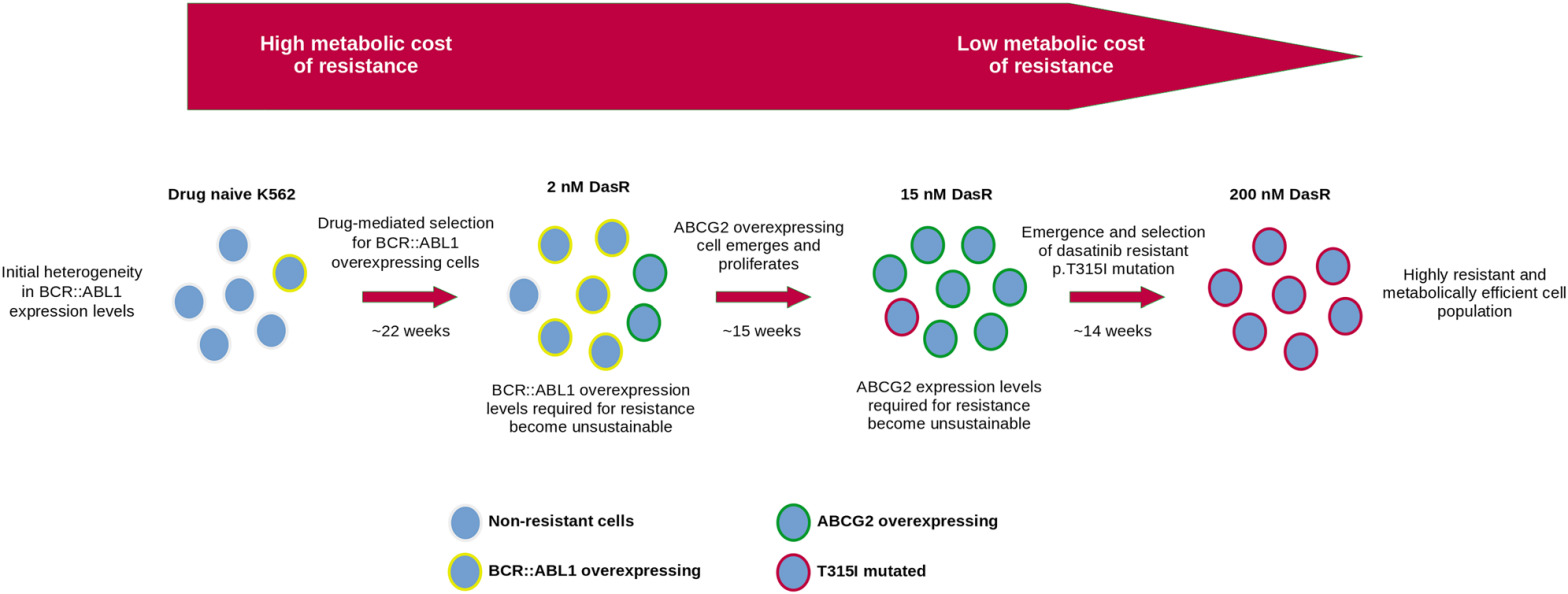
Schematic representation of the ‘resistance mechanism associated burden’ hypothesis. Summary of the principal TKI resistance mechanisms at each stage of dasatinib resistance generation. The transition from resistance mechanisms of high to low metabolic cost formed the basis of the hypothesis proposed in this study.

Our study demonstrated that ABCG2-mediated drug efflux was a significant driver of dasatinib resistance, in agreement with studies from our laboratory and others^47–49^. Nevertheless, in our model TKI resistance mediated by ABCG2 transporter expression was selected for in favor of BCR::ABL1 overexpression. There are several potential factors contributing to this. Detection of *ABCG2* mRNA increases in the K562 2, 3.5 and 5 nM DasR intermediates indicate the likely presence of a small subpopulation of cells expressing ABCG2, appearing early in dasatinib treatment. However, ABCG2 surface protein expression was only detected following further dose increases to 10 and 15 nM dasatinib, suggesting that the selective advantage of ABCG2 expression occurs mostly at these higher dasatinib concentrations. The high-level expression of the ABCG2 transporter likely incurred a significant fitness cost. Previously, attempts have been made to quantify the cellular energy expenditure associated with ABC transporter expression. MCF-7 breast cancer cells expressing ABCB1 as a resistance mechanism have been observed to exhibit higher glycolytic metabolism than their parental counterparts, reducing their selective fitness^50^, and it is probable that the ABCG2 expression observed in K562 DasR intermediates imposed a similar fitness cost. However, this cost appears lower than the metabolic cost of overexpressing BCR::ABL1 as a resistance mechanism; once translated, each ABCG2 transporter is able to transport many dasatinib molecules out of the cancer cell cytosol, whereas for resistance mediated by BCR::ABL1 overexpression alone, an entire BCR::ABL1 protein must be translated to counteract each TKI molecule. Additionally, the half-life of ABCG2 is somewhat longer than that of *BCR::ABL1* (~ 54 h vs ~ 40 h)^51,52^. It is thus likely that drug efflux is generally a more energy efficient resistance mechanism than driver gene overexpression. If both of these resistance mechanisms are capable of overcoming a given drug concentration, it is likely that the more energy efficient mechanism will be selected for.

A similar comparison can be made between ABCG2-mediated drug transport and BCR::ABL1 kinase domain mutation. The p.T315I mutation results in complete dasatinib resistance, whereas there appears to be an upper limit to the TKI concentration that can be overcome by increased ABC transporter expression alone. While the degree of resistance to kinase inhibition varies by mutation and according to the TKI used^53^, there is no theoretical energy cost associated with mutation, which may help explain our finding that cells harboring p.T315I are selected for, eventually reaching clonal dominance. This is similar to findings from previous TKI resistance studies in our laboratory, in which overexpression of the ABCB1 transporter preceded emergence of ABL1 p.V299L and p.F359C mutations in dasatinib and imatinib resistance models respectively^11^ and both ABCB1 and ABCG2 transporter overexpression preceded p.F497L emergence in an asciminib resistance model^14^. Adding to the complexity of this observation, some mutations in BCR::ABL1 and other kinases result in altered proliferative signaling. Multiple studies have interrogated the function of common BCR::ABL1 kinase domain mutants, finding that mutation alters kinase activity, transformation potential and kinase substrate specificity, and can act as both gain-of-function or loss-of-function. Studies of p.T315I have inconsistently determined this mutation to be either kinase-activating^54,55^ or inactivating^56,57^. Our own preliminary experiments have determined that following emergence of p.T315I under dasatinib selection, p.T315I levels decrease following prolonged dasatinib withdrawal, suggesting that cells harboring p.T315I have a selective disadvantage in the absence of TKI exposure (unpublished data). In lung cancer studies, TKI resistant mutants of EGFR kinase exhibit lower proliferation than wildtype EGFR^58^. However, regardless of the effect of the p.T315I mutation on kinase activity, presence of the mutation retains BCR::ABL1 activity while conferring high-level TKI resistance.

Findings of the study presented here suggest that ABCG2 can also mediate ponatinib efflux from the leukemic cell. Three additional studies have explored transport of ponatinib by ABCG2. Two of these studies found ponatinib to be a transported substrate of ABCG2^59,60^ the third, conducted by our own laboratory, concluded ponatinib transport is not mediated by ABCG2^61^. Sen et al. found ponatinib induced ATPase activity in ABCG2 transfected leukemic cells, which also exhibited lowered ponatinib sensitivity/higher IC_50_, while also acting as an ABCG2 inhibitor^59^. Similarly, Kort et al. determined ABCG2 contributed to lower accumulation of ponatinib into the mouse brain, as well as transporting ABCG2 in vitro^60^. Conversely, Lu et al. concluded that ABCG2 overexpression does not increase ponatinib IC_50_, nor does ABCG2 inhibition decrease ponatinib IC_50_^61^. Excessive activity of the ABC transporters can drive TKI resistance, although there is considerable debate as to whether particular molecules act as substrate or inhibitor, and the clinical relevance of TKI concentrations used in experimental systems^62^. The modest level of ponatinib transport conferred by ABCG2 measured by the former studies may mean detectable ponatinib transport may only occur at high ABCG2 expression levels; discrepancies in results may be due to these differences between model systems. Alternatively, polymorphisms in the ABCG2 sequence have been observed to alter transporter function^63^. Validation of experimental systems may help clarify observations and avoid inconsistency in conclusions.

In our model, some additional questions remain as to the role of ABCG2, as well as its transcriptional control. Previous studies have demonstrated that ABCG2 expression is associated with a stem cell phenotype, and may be a determinant of this phenotype^64^. While we have identified genes in our differential expression analysis known to be involved in stemness, it is not known whether the increased ABCG2 expression observed here was upstream, downstream, or unrelated with stem cell maintenance. We did not perform ABCG2 DNA quantity analysis, which may have indicated gene amplification as a pathway to transcript overexpression. Alternatively, it has been demonstrated recently that expression of ABCG2 is induced in the presence of xenobiotics^65^, another pathway which may have been active in our resistance model.

The exploratory transcriptome sequencing performed on K562 DasR dose escalation intermediates identified several genes as potentially contributing to TKI resistance. While the sample size was small and the results require validation, it was noted that a number of the genes have previously been associated with cancer therapeutic resistance. Early K562 DasR intermediates overexpressed genes encoding activating proteins involved in the MAPK pathway governing cellular proliferation and differentiation^66^, as well as the gene encoding osteopontin, which has a known role in CML progression^31,32,67^. These transcriptomic aberrations are likely downstream of increased BCR::ABL1 function. The gene *FZD3* was also overexpressed, a cognate receptor for Wnt signaling with known roles in cancer^36,68^, as well as the gene encoding Smoothened protein, an important Hedgehog signaling pathway member which regulates cell fate and maintain drug resistance in CML stem cells^34,35^. 

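PPM1K, read here as the gene written PM1K (gene ID 152926, hg19 chromosome 4 from 89178772 to 89205921), lies next to ABCG2. In the early stage lines it was at 2749 ± 1696 CPM (SD, n = 3), against 25.8 ± 1.83 CPM (SD, n = 2) in the controls. Its log2 fold change was 6.74 (standard error 1.19, FDR 0.00416 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 50 nM it was at 255 CPM and at 200 nM at 32.4 CPM.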

The protein product of the overexpressed *PM1K* gene is also involved in hematopoietic cell maintenance and leukemogenesis^69^. It is possible that expression of these genes was upregulated, allowing cells with drug resistant stem cell-like properties to emerge. Furthermore, reduced expression of the *G0S2* switch gene was observed in early stage resistant cells compared with control. The protein product of *G0S2* canonically interacts with the apoptotic Bcl2 protein, which may have allowed a protective lowering of apoptosis^38,39,70^. G0S2 activity also results in a differentiation block and TKI resistance in CML cells^39^. To analyze gene expression data in a more systematic way, GSEA analysis was performed. While the findings of deregulated MYC signaling in dasatinib resistant cells was interesting, it was likely a reflection of BCR::ABL1 expression and activity in these cells. Intriguingly, transcriptional control of MYC lies both upstream^71^ and downstream^72^ of BCR::ABL1; it is unknown here which event first occurred. GSEA analysis also identified several genesets relating to ribosomal activity, again upregulated in early dasatinib intermediates and downregulated in later intermediates. Assuming this is downstream of resistance mechanism gene expression, these data support our hypothesis regarding drug resistance mechanisms and their detrimental effect on cellular function and selective fitness.

It is also worth mentioning that in addition to BCR::ABL1, dasatinib is also an inhibitor of several other protein kinases, including KIT, PDGFRβ, HCK, LYN, wildtype ABL kinase, as well as other SRC family kinases^73^. It is highly likely that the inhibition of these kinases by dasatinib would have an effect on the gene expression of the dasatinib resistant cells, and compensatory upregulation of these pathways is also likely. Nevertheless, the differentially expressed genes identified here did not confer BCR::ABL1 independent proliferation, and inhibition of BCR::ABL1 activity resulted in cell death in all K562 DasR lines, indicating that BCR::ABL1 remained the dominant driver of malignancy. In late stage DasR intermediates, fewer resistance related genes demonstrated altered expression, suggesting the homogeneity of leukemic cells harboring the highly resistant p.T315I mutation.

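Of the 10452 genes, 834 passed an FDR of 0.005 in the late stage lines against the controls by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, compared with 1881 in the early stage lines. Both stages shared 682 genes, all changed in the same direction, while 1199 passed only in the early and 152 only in the late stage lines. Both comparisons use the same 2 controls, which by itself favors a shared direction. The late stage comparison has 2 lines against 2, and the early stage comparison 3 against 2. With the 10, 15 or 25 nM line left out, so that 2 early stage lines remained, 1111, 889 and 535 genes passed in the early stage lines, and in the same fits 590, 596 and 274 genes in the late stage lines.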

One limitation of the study performed here, and an opportunity for further study, is consideration of the role of the cellular microenvironment in supporting TKI resistance. The bone marrow microenvironment is comprised of a vast array of cells, including endothelial cells, fibroblasts, and multipotent mesenchymal cells, with their chondro-, adipo-, and osteo-blastic progeny^74,75^. The environment changes in response to acute infection and inflammation, as well as age, and presence of malignancy and/or xenobiotics^76^. Bone marrow stromal support protects CML stem cells from TKI-induced cell death, enhancing maintenance and lowering apoptosis^68^. Previous studies have demonstrated dasatinib is able to remodel bone tissue through osteoclast inhibition^77^ and osteogenic differentiation^78^. It is likely that the selective pressure of long term dasatinib treatment also affects bone marrow niche architecture, and has marked effects on TKI treatment. How this specifically functions remains to be elucidated.

The most important outcomes of this study relate to patient care, and determining ways to effectively manage CML treatment and maximize TKI efficacy. While relatively simplistic, in vitro TKI dose escalation models effectively model many aspects of TKI resistance. CML cell lines, derived from patients and driven by BCR::ABL1 activity, accurately recapitulate in vivo leukemic cells, and the resistance mechanisms observed in patients. Nevertheless, some caveats of the dose escalation model remain. The majority of CML cell lines were derived from blast crisis CML patients, and exhibit a high level of mutability, likely higher than in most chronic phase CML cases. Optimal drug delivery minimizes drug resistance in CML, and the levels of TKI resistance observed in in vitro models is higher than that observed in patients. The low level starting drug exposure in our dose escalation model is perhaps more reminiscent of patient cases having inconsistent dosing, problematic patient specific pharmacokinetics, or niche factors affecting drug delivery to target cells. Nevertheless, the dynamics of resistance mechanism fluctuations observed in our experiments are comparable with that observed in patients. The association of a selective burden with the development of some resistance mechanisms has important therapeutic implications. It has been previously suggested that chemotherapeutic treatment regimens should have an evolution based strategy, such as temporarily halting chemotherapy treatment in drug resistant patients to allow resurgence of drug susceptible cell populations and subsequent treatment efficacy^79,80^, or alternating multiple chemotherapeutics to exploit population genetic homogeneity^81^. With regard to cell membrane transporter mediated resistance, a number of specific potential therapies have been suggested. It may be possible to preempt emergence of ABC transporter overexpression by utilizing combination therapy with transporter inhibitors^82^. The complex TKI:ABC transporter relationship where some TKIs function as both substrate and inhibitor may be exploited to simultaneously inhibit BCR::ABL1 kinase activity and drug efflux, with benefit maximized by combining lower doses of multiple TKIs^83^ or other chemotherapeutics^84^. However, our data also demonstrate the incredible complexity and diversity of potential resistance mechanisms, and suggest that no single treatment regimen can completely prevent the emergence of drug resistance; indeed, this is applicable not just to CML and TKIs, but perhaps all drug treated cancers. It is therefore critical that as much patient specific information as possible is determined before and during treatment, including patient genomics and transcriptomics, in order to realize precision medicine approaches.

## Materials and methods

### Dasatinib resistant K562 cell line generation

The BCR::ABL1-expressing cell line K562 (American Type Culture Collection (ATCC), Manassas, VA), and the derivative resistance intermediates, were cultured at 37 °C/5% CO_2_ in RPMI-1640 + 10% FCS + L-glutamine (200 mM) + penicillin–streptomycin (5000 U/mL). To obtain dasatinib resistant K562 cells (K562 DasR), K562 cells were exposed to gradually escalating concentrations of dasatinib (0.5–200 nM) as previously described by our laboratory^20^. A diagram displaying the dasatinib escalation method can be found in Fig. 4 and details about time spent in each dasatinib concentration in Supplementary Table 1. Cell viability was monitored by trypan blue exclusion of dead cells. The concentration of dasatinib was increased after > 80% of cells demonstrated survival (dasatinib tolerance) in culture for at least 10 consecutive days. Control cell lines cultured in 0.1% DMSO were maintained in parallel.

### TKI IC_50_ assays and p-CrkL western blotting

To assess TKI susceptibility, the TKI IC_50_ assay was used, determining BCR::ABL1 kinase activity as a measure of CrkL phosphorylation levels^85^. 2 × 10^5^ BCR::ABL1-expressing cells were incubated for 2 h at 37 °C/5% CO_2_ with concentrations of dasatinib ranging 0–5000 nM, in the presence or absence of *ABCG2* inhibitor Ko143 (Sigma-Aldrich, Munich, Germany). Following incubation, cells were lysed in Laemmli’s buffer, before resolution by 12% SDS-PAGE and electrophoretic transfer to PVDF membrane (GE Healthcare, Buckinghamshire, UK) overnight at 65 mA. Western blotting for phosphorylated CT10 regulator of kinase-like (p-CrkL) was performed as previously described^85^. IC_50_ values were determined as the dose of drug required to reduce p-CrkL levels by 50% and are presented as mean + /– SD.

### Transcriptome sequencing and differential expression analysis

RNA was extracted from K562 DasR dose escalation intermediates ranging from 2 to 200 nM DasR, with drug naive K562 and K562 DMSO control lines. Sequencing libraries were prepared using the NEXTFlex Rapid Directional RNA Seq Library Prep Kit (Perkin Elmer, Inc., Waltham, MA), depleting ribosomal and non-coding RNA. Quality control of RNA was performed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), using the Bioanalyzer RNA 6000 Nano assay. Libraries were sequenced on the Illumina MiSeq instrument (Illumina Inc., San Diego, CA), using a 150 cycle to produce 2 × 75 bp paired end reads. Sequencing data was uploaded to the Illumina BaseSpace Sequencing Hub (Illumina Inc.), which was used for FastQC quality control.

Differential expression analysis was performed using the EdgeR pipeline^86^, performed in RStudio version 1.1.447 using R version 3.5.0. Sequencing reads were aligned to the hg19 reference genome using the STAR aligner^87^. Lowly expressed reads (< 10 counts per million) were filtered and samples normalized based on library size. Gene symbol names were annotated from the NCBI database. Hierarchical clustering dendrograms were generated based on the Euclidean distance between pooled sequencing samples, using Ward’s minimum variance method (Supplementary Fig. 1). Based on these results, samples were clustered into discrete groupings to perform differential expression analysis. The K562 10, 15 and 25 nM DasR cell lines (early stage intermediates) were grouped together, for comparison with K562 control samples (drug naïve and DMSO). Similarly, the K562 50 and 200 nM DasR (late stage intermediates) samples were grouped for analysis. Differential expression analysis was then performed using the Linear Models for Microarray and RNA-seq Data (limma) package for R. Differentially expressed genes were visualized by volcano plot, highlighting the top 10 most significantly differentially expressed genes, as well as all genes with logFC > 6.5.

### Geneset enrichment analysis (GSEA)

To test for sets of related genes which may be altered as part of dasatinib resistance, GSEA was performed in early stage and late stage K562 DasR intermediates, comparing with drug naïve controls. Genesets generated by our RNA-seq experiments were compared with the MSigDB Hallmark and C5 gene ontology genesets, using GSEA v4.3.2 software^88,89^. Genesets were stringently filtered by FDR q-value < 0.1.

### Sanger sequencing for BCR::ABL1 kinase domain mutations

The *BCR::ABL1* kinase domain region was amplified using the Expand Long Template PCR System (Roche, Basel, Switzerland) according to manufacturer’s protocols, using Expand Long Template Buffer 3. Sequencing was performed by the Australian Genome Research Facility (AGRF). Sequencing chromatogram files were aligned to *ABL1* sequences using Mutation Surveyor® version 3.30 (SoftGenetics, State College, PA).

### RT-PCR for ABCG2 / BCR::ABL1 gene expression

RNA was obtained from 5 × 10^6^ K562 DasR cell samples in the TRIzol reagent (Invitrogen Life Technologies, Waltham, MA) and extracted using the phenol/chloroform method^90^. Synthesis of cDNA was performed using random hexamers (GeneWorks, Hindmarsh, South Australia) and Superscript II reverse transcriptase (Invitrogen Life Technologies). RT-PCR for *ABCG2* gene expression was performed using the SYBR® Green Real-Time PCR Master Mix system (Qiagen, Dusseldorf, Germany). *ABCG2* expression was normalized to expression of housekeeping gene, *GUSB.* For quantitation of the *BCR::ABL1* transcript levels, RT-PCR was performed using the SYBR® Green Real-Time PCR Master Mix system. For quantitation of the e14a2 (p210 transcript, found in K562 cells, samples were again normalized by expression of housekeeping gene *GUSB*. Gene expression was reported as difference in Ct value (ΔCt) mean + /– SD.

### DNA qPCR for BCR::ABL1 copy number analysis

Genomic quantity of *BCR::ABL1* was determined using the TaqMan FAM-TAMRA system. Primers and probe for amplifying and detecting the *BCR::ABL1* e14a2 intronic breakpoint were used:

- Forward: 5’-TGACCACGGGACACCTTTG-3’
- Reverse: 5’-AGGGTATTTCTGTTTGGGTATGGA-3’
- Probe: 5’-CTGGCCGCTGTGGAGTGGGTTTTATC-3’

These were used in conjunction with TaqMan FAM-TAMRA control primers and probe amplifying genomic *GUSB* sequences:

- Forward: 5’-ATTTTGCCGATTTCATGACTGA-3’
- Reverse: 5’-GACGGGTACGTTATCCCATGAG-3’
- Probe: 5’-ATCCCATGAGCCAAACTGCCACTTACAC-3’

These primer/probe combinations were used with K562 DasR dose escalation intermediate DNA samples, as well as in serial dilutions of *GUSB* and *BCR::ABL1* e14a2 plasmid DNA, allowing relative quantitation of genomic *BCR::ABL1* copy numbers. This was reported as a percentage of *GUSB* quantity.

### Surface expression of ABCG2 transporter

Expression levels of ABCG2 were assessed by flow cytometry as previously described^91^, using PE-conjugated anti-ABCG2 antibody (R&D Systems, Minneapolis, MN). Results were analyzed relative to negative isotype control, PE-conjugated IgG2b (DakoCytomation, Denmark A/S) with an LSRFortessa™ X-20 and FlowJo version 9 (FlowJo LLC, Ashland, OR).

### Intracellular uptake and retention (IUR) assay

To determine the quantity of intracellular dasatinib in leukemic cells, and the dasatinib transport functionality of ABCG2, the intracellular uptake and retention (IUR) assay was performed as previously described^26^. K562 and K562 DasR cells were washed and incubated with 0 or 2 μM C^14^-dasatinib kindly provided by Bristol Myers Squibb (New York, NY), in the presence or absence of 0.5 μM Ko143. This was performed using 2 × 10^5^ cells in 2 mL of RPMI-1640 + 10% FCS, for 2 h at 37 °C. Following incubation, cells were pelleted by centrifugation for 5 min at 6800 rpm then 30 s at 13,000 rpm. Radioactivity of C^14^-dasatinib was determined independently in the supernatant and cell pellet using a Tri-Carb 2810R Liquid Scintillation Counter (Perkin Elmer, Inc., Waltham, MA). The IUR was reported as ng of dasatinib incorporated per 200,000 cells. Results are expressed as paired –/ + Ko143 samples.

### Statistical analysis and figures

Statistical analysis was performed using SPSS (IBM, Armonk, NY), using the unequal variance *t*-test (Student’s *t*-test with Welch’s correction), with spreadsheet manipulation performed using LibreOffice Calc. Figures were produced using the Graphpad Prism 9 (GraphPad Software, Boston, MA).

### Supplementary Information

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

Supplementary Figure 4.

Supplementary Legends.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 2.

## Data Availability

Transcriptome sequencing data is available at the NCBI Gene Expression Omnibus (GEO), under GEO accession number GSE239677.

# Supplementary material for: The acquisition order of leukemic drug resistance mutations is directed by the selective fitness associated with each resistance mechanism
**Source:** Sci Rep. 2023 Aug 11;13:13110. doi: 10.1038/s41598-023-40279-2
**Supplement:** Supplementary file 5 — Supplementary Legends.

**Supplementary Information**

**Supplementary Figure 1. Unsupervised hierarchical clustering of transcriptome gene expression data grouped samples for differential expression analysis.**

Unsupervised clustering was performed using Ward's minimum variance method, whereby cell lines with similar gene expression profiles cluster together. Results were used to group samples for differential expression analysis; K562 10, 15 and 25 nM DasR (early stage intermediates), 50 and 200 nM DasR (late stage intermediates), K562 DMSO and naive (controls).

**Supplementary Figure 2. Global gene expression identifies several potential mediators of TKI resistance.**

Volcano plots identifying the top 10 most highly differentially regulated genes in a) K562 DasR early and b) late stage intermediates, compared with drug naive controls. Several of the differentially expressed genes in early intermediates played roles in dormancy, stemness and drug resistance.

**Supplementary Figure 3. Geneset enrichment analysis (GSEA) reveals potentially perturbed pathways associated with dasatinib treatment.**

Enrichment plots of the Hallmark MYC targets and C5 ribosome biogenesis genesets, identified by GSEA analysis as concordant with differentially regulated genes in the K562 early and late stage DasR intermediates.

**Supplementary Figure 4. Surface ABCG2 transiently increases over dasatinib dose escalation.**

Representative ABCG2 flow cytometry scatterplots and histograms. Blue histogram indicates positivity for IgG2b isotype control; red histogram for ABCG2. ABCG2 percentage positivity was determined by exclusion of IgG2b isotype positivity.

**Supplementary Table 1. Dasatinib resistance generation timepoints.**

Table summarizing the number of days each intermediate cell line was cultured in a specific dasatinib concentration before escalation to the subsequent dasatinib concentration.

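The days behind the lines that were sequenced were 16 at 10 nM, 13 at 15 nM, 47 at 25 nM and 13 at 50 nM. The table gives no number of days for the 200 nM line. The order of these times is not the order of the doses, so time in a concentration and dose are not the same scale across the 4 DasR lines with a number of days.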

**Supplementary Table 2. Geneset enrichment analysis (GSEA) reveals potentially perturbed pathways associated with dasatinib treatment.**

Tabulated data of the most concordant genesets within the a) Hallmark and b) C5 gene ontology genesets. 

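A normalized enrichment score is positive where the genes of a set gather at the increased end of a ranked list and negative where they gather at the decreased end, so its sign depends on how the list was ordered. With the hand-listed sets on genes ranked by limma's moderated statistic, the scores against the controls were 3.08 in the early stage and 3.00 in the late stage lines for MYC targets, and 3.20 and 3.17 for ribosome biogenesis. The paper's own values in the table are 2.07 and -2.22 for the Hallmark MYC targets V2 set and 2.08 and -2.19 for ribosome biogenesis.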

Genesets were filtered by FDR q-value < 0.1.

How the deposited data were processed for this re-analysis (not part of the article)

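RNA of 7 K562 lines was sequenced by the authors, with 1 library for each of the drug naive, DMSO, 10 nM, 15 nM, 25 nM, 50 nM and 200 nM DasR lines. The authors aligned reads to hg19 with STAR and deposited counts of reads per gene without normalization, for 25702 gene IDs. The authors also deposited a table for early stage against control and a table for late stage against control, each with log2 fold changes, mean log2 CPM, p-values and FDR values for 10452 genes. The paper's methods name both the edgeR pipeline and limma. No deposited column of per-sample values was left unused.

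Early stage (10, 15 and 25 nM), late stage (50 and 200 nM) and control (drug naive and DMSO) lines were grouped as the paper groups them, which the paper chose from the clustering of the same libraries. Genes with at least 10 CPM in at least 2 libraries were kept, which gave the same 10452 genes as the deposited tables. Counts were scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with 1 coefficient per group and all 7 libraries in the fit, and p-values were adjusted by the Benjamini-Hochberg method. The common dispersion was 0.0260, a biological coefficient of variation of 0.161 between lines of a group. Clustering used log2 CPM with a prior count of 2, Euclidean distance and Ward's method. Gene sets were tested with camera in limma 3.58.1 and, as an alternative, with fgsea 1.28.0. DESeq2 1.42.0 was an alternative to edgeR.

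The genes named are those the paper names for its transcriptome, BCR, ABL1, GUSB, MYC, the kinases and transporters it lists, the genes in lists of neighbors of ABCG2, BCR and ABL1, and the 5 genes with the smallest p-value in each direction and comparison. Other genes named in the closing section were chosen after their values were seen, and this is said there. Gene names came from the deposited tables and from RefSeq, which gave a symbol for 23696 of the 25702 IDs. Positions came from an annotation of GRCh37, the same build as hg19, which placed 22545 of the IDs, and all 10086 placed genes of the deposited tables fell on the chromosome the authors give.

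Total counts ranged from 20059656 to 27844799 per library. The most abundant gene took between 1.23% and 1.50% of a library. A gene with 3 counts or fewer in every library of a group was taken as at the floor. Scaled to the total of the library, without TMM, this is between 0.108 and 0.150 CPM. Changes from it are given as lower bounds, apart from the late stage values of MAPK4 in the closing section, which are named there as fitted. Floors cover counting error only. Libraries of 1 group are different lines at different doses, so that the tests compare these lines and have no repeat library of any line.

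The functions were tested on simulated counts for the same 10452 genes, 200 of them changed by 2 on the log2 scale. The quasi-likelihood test at an FDR of 0.005 called 190 genes, 187 of them changed and 3 unchanged. DESeq2 called 24 unchanged genes and edgeR's exact test 32. A simulated set of 50 raised genes was found by camera, and none of 20 unchanged sets passed 0.05. Alternatives covered the test, the scaling, the filter on low counts, the libraries in the fit, the threshold, the clustering settings, the gene set method, and leaving out each library in turn. Assays by PCR, flow cytometry, drug response and sequencing of DNA were not analysed here, and results for some genes are not reported here.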

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

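The lists of neighbors of ABCG2, BCR and ABL1 and their gene set tests, the test of markers of bone-forming cells against 10%, and the split and thinning tests of the gene count were set before their results were seen. All other tests in this part were chosen only after the result was seen.

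Genes next to ABCG2 rose with it in the early stage lines. The paper reports SPP1 and PPM1K (written PM1K) of these as overexpressed, and not their position beside ABCG2 or the other genes. PKD2 had a log2 fold change of 7.83 against the controls. A search for runs of 8 neighboring protein-coding genes, among 13634 genes with at least 50 counts in all, placed the run from DSPP to PPM1K first, with a median log2 ratio of 5.60. The run covers 676 kb of chromosome 4 (hg19, 88529681 to 89205921), and the length of 8 genes was chosen after the raised block had been seen. With runs of 5 and 12 genes the highest run also lay there, with medians of 6.78 and 3.86, as it did at a length of 8 with at least 50 counts in 1 library (median 5.60). In 7 of the 8 genes the order of CPM was 200 nM lowest, then 50 nM, then 10 nM, with 15 and 25 nM highest, and in none of 9 neighbors outside the run was this order seen. DSPP, DMP1, IBSP and MEPE have few counts.

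Several explanations were weighed for this run. Shuffling the genes over the genome gave as high a run in a share of 1e-04, the smallest that 10000 shuffles can give, although shuffling ignores that neighbors are often expressed together. After thinning all libraries to the smallest total the median was 5.51, so library size does not account for it. Of the 8 genes, 6 lie on the strand opposite to ABCG2. The libraries were directional by the paper's methods, but whether the counting used strand was not tested, so reads of overlapping or antisense transcripts cannot be told apart from expression of these genes. RNA of bone-forming cells was tested because several of the genes encode bone matrix proteins. Of 15 markers, 6 were higher in every early stage line than in both controls, which passed the rule set beforehand (one-sided exact binomial test against 10%, p = 0.00225). That rule was a weak one, since 32.4% of all 16412 genes with at least 50 counts met the same condition, and against this share the markers gave p = 0.351 (one-sided exact binomial test). The summed CPM of the markers was 105 in early stage lines and 106 in controls, so RNA of bone-forming cells does not account for the run. The list of neighbors did not pass as a set (adjusted p = 0.168 by camera, 8 of 11 higher), but of the run only PKD2 is among these 11 genes, so that this is mainly a test of genes outside the run. At 1 CPM in 2 libraries, where 19 genes of the list are tested, it passed (0.00840), and its other alternatives gave values between 0.0544 and 0.556. A gain or activation of the segment may be a candidate explanation, and it cannot be told apart from reads of overlapping or antisense transcripts. The paper states that the DNA quantity of ABCG2 was not measured.

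On the same list, NUDT9 and PIGY were higher in early stage lines, with log2 fold changes of 0.82 and 0.81, and they lie outside the run. No explanation was tested for these genes.

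Genes next to ABL1 and BCR, which the paper does not discuss, were also higher in early stage lines. On chromosome 9, AIF1L had a log2 fold change of 4.72 and NUP214 of 1.98, and the run of 8 genes from ASS1 to AIF1L had a median of 2.47, reached in a share of 0.01 of the shuffles. This run includes ABL1 itself. The first 3 genes of the run, which lie 5' of ABL1, did not rise like the others. Their early stage means were 0.0926 times the control mean for ASS1, 1.203 for FUBP3 and 1.185 for EXOSC2. A run on chromosome 6 from PCMT1 to PLEKHG1 had a median of 2.06 and a share of 0.043. At least 6 runs of lower genes also had a share under 0.05, the lowest among the near-identical CT47A genes, so such runs are not particular to the raised regions. The list of 9q34 neighbors did not pass as a set (adjusted p = 0.824 by camera, mean log2 fold change 0.56, 3 of 8 higher), but the limit of 10 CPM left out 4 of the 12 listed genes, among them the 3 nearest to ABL1, whose early stage means were higher. At 1 CPM all 12 were tested, with a mean of 1.17, and the list did not pass (adjusted p = 0.704 by camera). On the 3' side of ABL1 the listed genes up to NUP214 were all higher, although QRFP, FIBCD1 and LAMC3 had few control counts. The early stage mean was 26.33 times the control mean for AIF1L and 3.94 for NUP214. Beyond NUP214 it was 0.4367 for FAM78A, and of the listed genes there only MED27 was higher, at 1.242. The list spans both stretches, so as a set it is a weak test of a rise next to ABL1. The list of 22q11 neighbors was (adjusted p = 0.0123 by camera, mean log2 fold change 0.75, 9 of 10 higher), between 2.03e-05 and 0.560 over its alternatives, the highest with the inter-gene correlation estimated. Relative to the controls the 22q11 set was at 0.78, 0.75 and 0.72 on the log2 scale at 10, 15 and 25 nM, 0.65 at 50 nM and -0.51 at 200 nM. This is consistent with a gain of the region 5' of the BCR breakpoint, as a hypothesis, and DNA was not analysed here.

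The unfolded protein response set was lower than in controls in both stages and less so in the late stage, with a difference of 0.37 on the log2 scale between late and early stage lines (adjusted p = 2.90e-06 by camera, 32 of 36 genes higher). The erythroid set differed by -1.07 (adjusted p = 9.71e-10 by camera, 2 of 31 genes higher), from between 1.20 and 1.48 in early stage lines to 0.74 at 50 nM and -0.17 at 200 nM. These sets were listed before the data were examined, and testing them was chosen afterwards. After thinning to the smallest total the adjusted p-values were 3.30e-06 and 1.01e-09, so library size does not account for either. With the inter-gene correlation estimated, both were at 0.307, and the other alternatives gave adjusted p-values between 2.96e-07 and 2.89e-05 for the unfolded protein response and between 7.73e-11 and 1.89e-08 for the erythroid set. For each set, 1 of the 10 splits of the 5 DasR lines into 3 and 2 gave as large a difference, the real one. With 10 splits no share under 0.05 is possible, so this count cannot decide whether such differences arise from grouping by chance. Each dose is a single line here, so that dose and line cannot be told apart.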

How the results depend on the processing

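The alternatives were set before the data were examined, except edgeR's exact test, the limit on the log2 fold change, the bias-adjusted deviance of edgeR 4 and all alternatives of the unfolded protein response and erythroid sets, which were chosen after seeing the data. The cause was not tested for any change below unless stated.

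The number of genes past the FDR of 0.005 depended on the test, the threshold and the libraries used. For early stage against control it was 1881, and 3548 with DESeq2, 3479 with the exact test, 4865 at an FDR of 0.05, 329 with a log2 fold change beyond 2 and 433 with the exact test and that limit. It ran from 535 to 2066 genes across the 5 fits that each left out 1 library and kept at least 2 in both groups compared. DESeq2 kept 1880 and the exact test all 1881 of the genes. For late stage against control it was 834, and 2503 with DESeq2, 1287 without a filter, 257 on the libraries of the 2 groups, 1668 with the exact test, 3542 at an FDR of 0.05, 145 with the fold limit and 232 with the exact test and that limit, and from 274 to 596 genes across 3 such fits. For late against early stage it was 0, with 3450 genes at an unadjusted p under 0.05, and 1135 with DESeq2, 295 without a filter, 789 with the exact test, 1328 at an FDR of 0.05 and 123 with the exact test and the fold limit, and from 0 to 1 across 5 such fits. On 1 set of simulated counts DESeq2 and the exact test called 24 and 32 unchanged genes at this FDR. The quasi-likelihood test called 190 genes there, 3 of them unchanged. Only 200 of the 10452 simulated genes were changed, all by 2 on the log2 scale and in the early stage lines alone. Many more genes passed in the data, so the simulation does not give the share of false calls there.

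The log2 fold change of ABCG2 stayed between 9.24 and 11.91 across the 7 fits that each left out 1 library. Its FDR of 0.00993 passed 0.005 with DESeq2 (10.04, FDR 3.49e-08), without a filter (10.10, FDR 0.00256), on the libraries of the 2 groups (10.09, FDR 0.00161), with the exact test (10.04, FDR 1.94e-11), and without the 50 nM or 200 nM line (FDR 0.00168 and 0.00164). It did not with limma voom (FDR 0.214), library size only (0.00906), DESeq2's size factors (0.00982), 1 CPM in 2 libraries (0.0104), the bias-adjusted deviance (0.00966), or without the 10, 15 or 25 nM line (0.0115, 0.0201 and 0.0243). MAPK4 and RBM47 passed 0.005 with all lines but not without any 1 of the early stage lines, with FDRs from 0.00538 to 0.0159, and PPM1K not without the 15 or 25 nM line. With limma voom, MAPK4, SMO and RBM47 did not pass, with FDRs between 0.0170 and 0.0196.

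The clustering kept the 3 groups under all alternatives but CPM without a log scale (adjusted Rand index 0.475).

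With the inter-gene correlation estimated from the data, the adjusted p-values were 0.307 for MYC targets in each stage, 0.324 and 0.307 for ribosome biogenesis in early and late stage, and 0.560 for the 22q11 neighbors, so that these sets no longer passed 0.05. Under the other alternatives the MYC and ribosome biogenesis sets stayed higher in both stages, and past 0.05. The 4q22 neighbors passed at 1 CPM in 2 libraries (0.00840). The 9q34 neighbors changed direction with fgsea (0.685) and at 1 CPM (0.704), past no threshold. Ribosome biogenesis in late against early stage changed direction at 1 CPM (0.883) and without the 25 nM line (0.985), and stayed lower in the other 4 fits that each left out 1 library, with values from 0.160 to 0.985 across the 5.

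For the other 62 results there were 1023 alternatives. Of those set beforehand, 776 stayed on the same side, 37 were weaker, 10 stronger and 38 moved, and of those added, 149 stayed, 6 were weaker and 7 stronger. Of these, the fitted log2 fold change of MAPK4 in late stage lines against controls, 3.47 with all lines, changed sign without the 50 nM line (-0.89). There only the 200 nM line was left to compare. It has 1 count and the controls have 1 and 3 counts, all at the floor, so no direction was measured. The value of 3.47 is likewise a fitted value from controls at the floor. Leaving out a control line leaves 1 control, so counts and gene sets against the controls have no value there, as for late stage lines in late stage comparisons. ABCG2 has no value among genes with 10 CPM in all 7 libraries. No paired analysis was possible because each line has a single library and the groups share no replicate numbers. Depth limits genes such as SPP1 and MAPK4, whose controls are at or under 3 counts, to lower bounds.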

Differences from the paper's values

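The paper reports 435 genes differentially expressed between early stage and control lines, and 1881 were found here. Of the alternatives set before the data were examined, leaving out the 25 nM line (535 genes) came within 1.5 times the paper's number. The others did not: limma voom gave 1918, DESeq2 3548, library size only 1833, DESeq2's size factors 1880, a limit of 1 CPM 2128, no filter 2762, 10 CPM in all 7 libraries 1878, the libraries of the 2 groups 2079, an FDR of 0.05 4865, and leaving out the 10, 15, 50 or 200 nM line 1111, 889, 2054 and 2066. Of the alternatives chosen after seeing the values, a log2 fold change beyond 2 gave 329 genes, and with edgeR's exact test and that limit 433. In the authors' deposited table 3451 genes have an FDR under 0.005, and 435 of these have a log2 fold change beyond 2. The paper's text does not name a limit on the fold change beside this number.

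The paper gives ABCG2 an FDR of 1.363e-11, and the value here was 0.00993. None of the alternatives set before the data were examined closed the gap, DESeq2 coming to 3.49e-08. edgeR's exact test, chosen after seeing the values, gave 1.94e-11. The authors' deposited table holds the paper's FDR, with a log2 fold change of 10.04 and a mean log2 CPM of 10.39, where the paper's text gives 10.388 as the log fold change.

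For the MYC targets V2 set the paper's normalized enrichment scores are 2.07 in early and -2.22 in late stage lines, and those of the hand-listed set here were 3.08 and 3.00. For ribosome biogenesis the paper's are 2.08 and -2.19, and those here 3.20 and 3.17. None of the alternatives set before the data were examined closed these gaps. On the authors' deposited tables, with genes ranked by the signed logarithm of the p-value, a ranking chosen after seeing the values, the scores were 2.09 and 2.21 for MYC targets and 2.14 and 2.25 for ribosome biogenesis.

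The paper states that MYC signaling and ribosome genes are lower in late stage intermediates. Here the mean log2 fold changes in late stage lines were 0.63 and 0.57 against controls, and -0.05 and -0.02 against early stage lines.

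The paper names ABCG2 and SPP1 among its significant genes. Their FDRs here were 0.00993 and 0.00901. SPP1 passed 0.005 with DESeq2 (1.15e-05), without a filter (0.00181) and with the exact test (3.93e-12). ABCG2 passed 0.005 with DESeq2, without a filter, on the libraries of the 2 groups, without the 50 or 200 nM line and with the exact test. The exact test was chosen after seeing the data.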

Other observations

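The split and thinning tests of the gene count were set before the data were examined, and the tests on the late stage direction were chosen only after the result was seen.

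For early stage against control, 1 of the 10 splits of the 5 lines into 3 and 2 gave as many genes past the FDR of 0.005, the real one, and the other splits gave 0 genes. With 10 splits a share under 0.05 cannot be reached, so this share cannot decide whether the count arises from grouping by chance. The groups were themselves chosen by the paper from the clustering of these libraries. Distances on log2 CPM between control and early stage lines ran from 94.21 to 111.8. They were 29.87 between the controls and 31.6 to 46.06 among the early stage lines. For these 5 lines the distances argue against a grouping by chance, although each line has 1 library. The early stage libraries are larger on average than the controls. After thinning to the smallest total, 1883 genes passed, 1821 of them among the 1881, so library size does not account for the count.

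The MYC target and ribosome biogenesis sets were higher than the controls in late stage lines, where the paper reports them lower. A comparison of late with early stage lines in place of the controls was tested, and neither set was lower there past 0.05 (adjusted p = 0.432 and 0.581 by camera). Another membership of the sets was also considered, with 51 of 56 MYC targets higher in late stage lines, and this count cannot settle it without the paper's lists. All 9 gene sets that the paper lists for both stages have opposite signs in them, while all 682 genes past the threshold in both stages changed in the same direction here. Both comparisons here use the same 2 controls, which by itself favors a shared direction, so the 682 genes alone do not settle this. Ranked from the authors' deposited early stage table, the hand-listed sets scored 2.09 and 2.14, where the paper gives 2.07 and 2.08. From the late stage table they scored 2.21 and 2.25, where the paper gives -2.22 and -2.19. The sizes are close in both stages and only the late stage sign differs. For these 2 sets this argues against another membership as the reason for the sign, although the ranking was chosen after seeing the values. A ranking in the opposite sense could give the paper's signs, but the list that the paper ranked was not analysed here, so this explanation stays open.

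The 50 and 200 nM lines, grouped as late stage, differed. ABCG2 was at 202 CPM at 50 nM and 2.41 CPM at 200 nM, and PKD2 at 149 and 12.9 CPM. The 50 nM line was nearer to the 25 nM line (46.56) than to the 200 nM line (49.11). No biological explanation was tested.

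BCR rose from 192 ± 16.4 CPM (SD, n = 2) in the controls to 1152 ± 233 CPM (SD, n = 3) in early stage lines, a log2 fold change of 2.59 (FDR 0.000597 from edgeR's quasi-likelihood test). ABL1 rose by 2.63 on the log2 scale (FDR 0.000479 from the same test). Reads of the fusion and of the normal genes were not told apart. GUSB, the reference gene of the paper's PCR, was lower in early stage lines, with a log2 fold change of -0.51 (FDR 0.00314 from the same test), and not past the threshold in late stage lines (FDR 0.249). LYN fell by 0.63 on the log2 scale in early stage lines (FDR 0.00266 from the same test), and SRC did not pass the threshold (FDR 0.0118). KIT, PDGFRB and ABCB1 were below the limit on low counts.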
